A study of Caenorhabditis elegans with 8 samples. Its data were reported in "Divergent gene expression in the conserved dauer stage of the nematodes Pristionchus pacificus and Caenorhabditis elegans" (2012).

How the data were processed

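RNA of Caenorhabditis elegans dauer larvae (the non-feeding, stress-resistant larval stage) and of dauers kept for 12 h on food (dauer exit) was compared with RNA of mixed developmental stages (mix-stage) on 2-colour Agilent oligonucleotide arrays. Each of the 8 arrays held 1 sample of its own in one dye and the pooled mix-stage RNA in the other. There were 4 arrays per stage, and in each stage 2 arrays had their own RNA in Cy5 and 2 in Cy3. The labels call the samples of a stage biological replicates, and the study states that they came from parallel cultures, so p-values measure the spread between such cultures.

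The deposited values are log2 ratios of Cy5 over Cy3. The authors scanned the arrays with GenePix, corrected the background with normexp and normalized each array by loess with extra weight on spike-in controls, all in limma (its version is not given in the sources used here). That normalization lets the bulk of the genes move away from 0 where the RNA content of a stage differs. It was kept as deposited. The deposited columns had medians between -0.09 and 0.14. They were not turned for dye. Arrays of opposite dye orientation correlated at -0.70 to -0.05 over all features and arrays of one orientation at 0.22 to 0.74, as the dyes in the labels require. Each ratio was therefore turned to own RNA over mix-stage RNA by those dyes, so that a positive value is higher than mix-stage. Signal intensities, slides and scan dates were not used here, so a filter on dim probes, another background correction and a slide block were not run, and a gene near the background cannot be told from a gene that did not change.

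The table holds 45220 features, of which 44123 have a value on all 8 arrays and 1097 on none. In the platform annotation 27263 probes carry 1 gene symbol and 0 carry several. Through their accession 19293 of these were matched to the gene table of assembly WBcel235, which renamed 98, and 7970 kept their symbol. A further 16860 features with values have no symbol here and were left out of the gene tests. A gene's value was the mean of the log2 ratios of its probes, which gave 15078 genes, 10517 of them with 1 probe. Of the 195 genes called between the stages that have more than 1 probe, 14 had probes on both sides of 0. Genes with near-identical copies, such as the vitellogenins and the major sperm proteins, cannot be separated by such probes with certainty.

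One linear model with a coefficient per stage was fitted to all 8 arrays with lmFit and eBayes of limma 3.58.1 under R 4.3.3, and gave dauer minus dauer exit, dauer against 0 and dauer exit against 0. The last 2 are the comparisons with mix-stage. The mix-stage pool is 1 control sample, so these tests leave out the spread of mix-stage worms. A gene was called at a Benjamini-Hochberg adjusted p of 0.05 or less. Errors given with a fold change are the moderated standard errors (SE) of the model, and those given with a stage are standard deviations (SD) over 4 arrays. The number of arrays limits the precision. The median SE was 0.31 for a difference between the stages and 0.22 against mix-stage, on the log2 scale.

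The procedure was tested on simulated data with the spread of the 15078 genes and 200 changed genes. For dauer versus dauer exit it recovered 14.9% of genes changed by 1 on the log2 scale, 73.1% of those changed by 2 and 89.4% of those changed by 3, and it called 1 unchanged gene. For dauer versus mix stage the shares were 55.2%, 97.0% and 98.5%, with 7 unchanged genes called. The simulated arrays had independent noise and no error of the shared mix-stage pool. The count of 7 therefore leaves out false calls that such an error would give. Simulations with a shared pool are given in the results.

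Gene lists (34) were written as name patterns before the data were examined, as were the tests, the alternatives and the rule for named genes. Lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison. Camera asks whether the genes of a list rank higher or lower than the other genes. It was repeated with an estimated correlation. Fry, which asks whether the genes of a list move on balance one way without reference to other genes, was a further alternative. With an estimated correlation 0 lists were called in each of the 3 comparisons, and the lowest adjusted p was 0.112, 0.236 and 0.386. At an unadjusted p under 0.05 it called 4, 5 and 3 lists. Members were counted as called over all genes, and also adjusted over the list alone. The study itself picked some of these themes on these samples, and this is said where they appear.

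Named genes were, per comparison, the 10 largest called fold changes in each direction among genes with a standard symbol and the 2 largest among genes with a sequence name, where all arrays lay on one side. For each list described, up to 4 called members of largest fold change were named, or the 2 of smallest p where none was called. The genes daf-2, daf-16, daf-12 and daf-7 were always named. Other genes named because a count was 5 or less were chosen after their values were seen. Alternatives were centring of each array on its median, a common scale for the arrays by median absolute value, a dye term, a replicate block, array weights, robust eBayes, the median of the probes, a test per probe, a minimum fold and leaving out each array in turn.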

Results

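The data were genome-wide log2 ratios of transcript abundance in dauer larvae (n = 4) and in worms 12 h into dauer exit (n = 4), each against the same pool of mix-stage RNA. Values were obtained for 15078 named genes. Within a stage the arrays correlated across genes at 0.47 to 0.79 for dauers and 0.46 to 0.75 for dauer exit, and pairs of arrays from different stages at 0.11 to 0.61. The standard deviation over genes lay between 0.76 and 1.07 per array. The directions below rest on the dyes given in the labels. By the study's methods equal amounts of total RNA were labelled. A ratio is therefore not an amount per worm. It compares amounts within equal total RNA only as far as the normalization kept differences in the mRNA share of that RNA. The study states that dauers contain far less total RNA per worm than mix-stage worms. It also states that mRNA makes up a smaller share of the total RNA in dauers.

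The comparison of dauers with dauer exit asks which transcripts change within the first 12 h of recovery on food. Dauers held more RNA of hsp-12.6, a small heat shock protein gene under control of insulin signalling, than worms in dauer exit (log2 fold change 5.30, SE 0.62, adjusted p = 0.00335). They also held more mtl-1 (4.64, SE 0.55), a metallothionein gene, spp-11 (4.13, SE 0.41), a saposin-like gene, cnc-11 (3.66, SE 0.45), a caenacin-type antimicrobial peptide gene, tyr-3 (3.53, SE 0.28), a tyrosinase gene, and the insulin-like gene ins-20 (3.49, SE 0.39). Transcripts of the cuticle were on the other side. Among genes with a standard symbol the collagen gene col-54 was lower in dauers by the widest margin (-6.22, SE 1.03, adjusted p = 0.0120), followed by rol-6 (-4.52, SE 0.42), the lipocalin-related genes lpr-4 (-4.47, SE 0.44) and lpr-3 (-4.41, SE 0.58), and dpy-2 (-4.34, SE 0.34).

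In all, 604 of 15078 genes (4.01%) were called, 321 higher and 283 lower in dauers. The ratios of the 4 dauer and the 4 exit arrays did not overlap in 602 of the called genes. The calls were made on these same ratios, so this adds no support to them. Among all 15078 genes tested 1440 did not overlap, where chance gives 2.86% of genes. Further genes among the largest increases in dauers were numr-1 (4.06, SE 0.92), ttr-23 (4.01, SE 0.49), a transthyretin-like gene, srw-86 (3.85, SE 0.51), a chemoreceptor-type gene, and the neuropeptide gene flp-19 (3.43, SE 0.39). The largest decreases further included col-41 (-4.20, SE 0.41), the moulting gene mlt-8 (-4.10, SE 0.46), wrt-1 (-3.85, SE 0.25), a hedgehog-related gene, sqt-1 (-3.83, SE 0.41) and col-17 (-3.80, SE 0.39). Among genes with a sequence name only, Y60C6A.1 (5.23, SE 0.58) and F36F2.2 (4.76, SE 0.72) were highest in dauers, and R12E2.14 (-4.99, SE 0.55) and K02E11.10 (-4.67, SE 0.70) lowest. The dauer regulators daf-2 (-0.13, SE 0.19), daf-16 (0.44, SE 0.27), daf-12 (0.31, SE 0.20) and daf-7 (0.45, SE 0.24) did not pass the test.

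**Figure D1:**
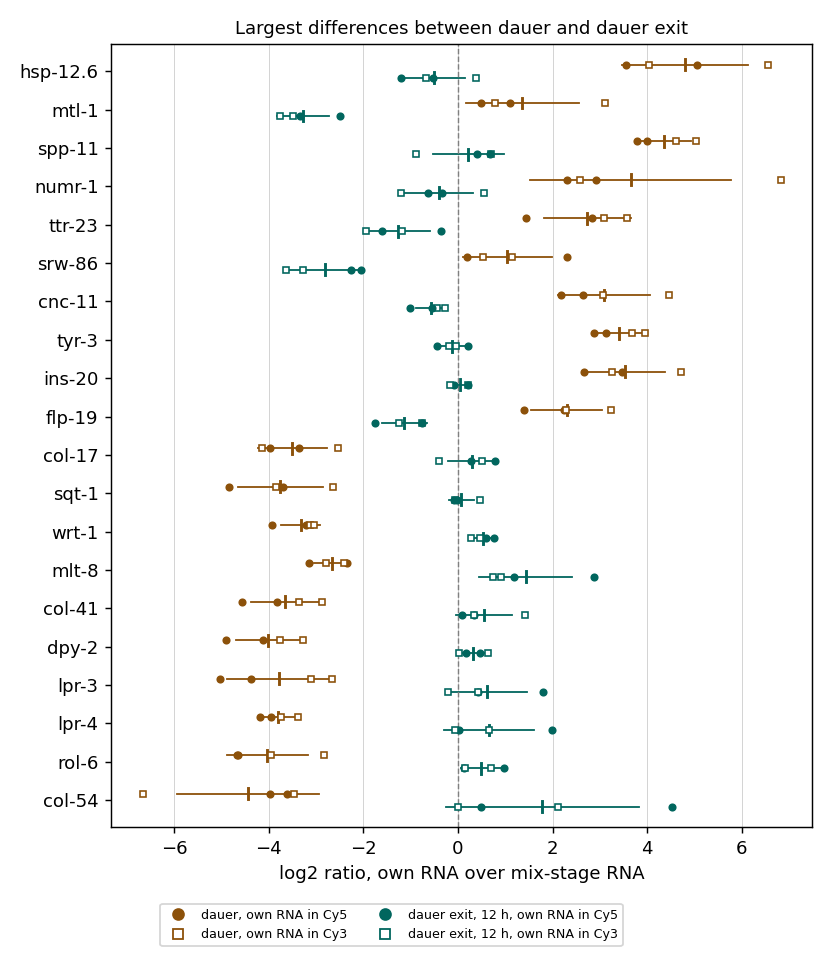
Log2 ratio of own RNA over mix-stage RNA on each array for the 10 largest differences in each direction between dauer and dauer exit. Points are arrays (filled circles, own RNA in Cy5; open squares, own RNA in Cy3), vertical ticks are means of 4 arrays and horizontal lines are 1 SD to each side. The ratios of hsp-12.6 average 4.80 in dauers and -0.50 in dauer exit, and those of col-54 average -4.43 and 1.78.

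Genes of the cuticle and of moulting were lower in dauers than in dauer exit. Of 171 cuticle collagen genes 37 were called lower and 2 higher (65 and 2 adjusted over the list alone), with a list median of -0.96 (-0.57 with the arrays on a common scale) and an adjusted p of 6.68e-16 by camera. That call was lost with an estimated correlation (adjusted p = 0.370 with an estimated correlation). The collagens higher in dauers were col-108 (1.48, SE 0.28) and col-50 (1.41, SE 0.25). Of 62 moulting and apical matrix genes 13 were called lower and 0 higher (22 lower and 1 higher adjusted over the list alone), among them lpr-4, lpr-3, mlt-8 and sym-1 (-3.64, SE 0.49). Their adjusted p was 1.56e-11 by camera and 0.112 with an estimated correlation. Of 82 hedgehog-related and patched-related genes, which in this nematode act largely in the epidermis, 17 were called lower and 2 higher (20 and 4 adjusted over the list alone). The decreases included grl-5 (-3.65, SE 0.47), grl-15 (-3.41, SE 0.41) and grl-7 (-3.40, SE 0.45), and the increases were ptr-22 (1.99, SE 0.31) and grl-17 (1.14, SE 0.26). The adjusted p was 8.47e-08 by camera and 0.370 with an estimated correlation. Within the arrays with own RNA in Cy5 and within those in Cy3 the list medians differed between the stages by -2.04 and -1.78 for the collagens, -0.65 and -0.34 for the moulting list and -0.36 and -0.20 for the hedgehog-related list. Median differences within a dye orientation, here and in the paragraphs below on dauer versus dauer exit, are between the list medians of the stages. They are not comparable in size with the -0.96, which is a median of the genes' fold changes. The study chose cuticle and moulting themes on these samples, so the first 2 lists are not independent evidence.

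Lists of neuropeptide genes lay on the other side by camera, with most of their members not called. Of 30 genes for FMRFamide-like peptides 13 were called higher in dauers and 0 lower (16 higher adjusted over the list alone), with a list median of 1.41. Besides flp-19, the largest were flp-27 (3.24, SE 0.41), flp-20 (3.19, SE 0.48) and flp-18 (2.90, SE 0.54). The adjusted p of this list was 7.63e-14 by camera and 0.370 with an estimated correlation. Within the arrays with own RNA in Cy5 the list median differed between the stages by 0.48, and within those in Cy3 by 1.83. Of 41 other neuropeptide-like genes 4 were called higher, which were nlp-47 (2.67, SE 0.42), nlp-8 (2.05, SE 0.26), nlp-18 (1.96, SE 0.38) and nlp-5 (1.79, SE 0.32), and 1 was called lower, the antimicrobial nlp-30 (-2.23, SE 0.24). Adjusted over the list alone 11 were higher and 3 lower, and the adjusted p was 0.000398 by camera and 0.450 with an estimated correlation. Both neuropeptide lists were themes of the study on these samples. Of 40 insulin-like genes ins-20 alone was called (5 higher and 1 lower adjusted over the list alone), and the adjusted p was 0.0200 by camera and 0.420 with an estimated correlation. Of 29 synaptic and neurosecretory genes 2 were called higher, sbt-1 (2.56, SE 0.55) and ric-19 (2.15, SE 0.42), with 2 higher and 1 lower adjusted over the list alone and an adjusted p of 0.0453 by camera and 0.716 with an estimated correlation. Leaving out single arrays ended that call for the synaptic genes (adjusted p 0.0992 and 0.109 without dauer replicates 3 and 4, and 0.0842, 0.0511 and 0.104 without exit replicates 1, 3 and 4), and the call of the insulin-like genes without exit replicate 3 (adjusted p = 0.0645). Within Cy5 and within Cy3 arrays the medians differed by 0.21 and 0.99 for the other neuropeptide-like genes, 0.09 and 0.20 for the insulin-like genes and 0.02 and 0.69 for the synaptic genes.

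Lists of stress and detoxification genes gave mixed results between the stages. The antioxidant, other chaperone, UDP-glucuronosyltransferase and glutathione S-transferase lists did not pass camera (adjusted p = 0.153, 0.181, 0.609 and 0.815). Of 10 small heat shock protein genes hsp-12.6 was the one called (6 higher and 1 lower adjusted over the list alone). The adjusted p was 0.00229 by camera and 0.377 with an estimated correlation, and the study picked this theme on these samples. The list median on dauer replicate 3 was 0.81, against -0.97, -1.24 and -1.03 on the other 3 dauer arrays. Between the stages it differed by 0.76 within Cy5 and by 2.55 within Cy3 arrays. Of 75 cytochrome P450 genes 8 were called higher and 0 lower (10 and 0 adjusted over the list alone), led by cyp-32B1 (2.91, SE 0.57), cyp-13B1 (2.15, SE 0.49), cyp-13A4 (1.93, SE 0.39) and cyp-13A11 (1.79, SE 0.24). Their adjusted p was 0.000223 by camera and 0.426 with an estimated correlation, and their median differed by 0.00532 within Cy5 and by 0.37 within Cy3 arrays. Of 88 genes for antimicrobial peptides and lysozymes 11 were called higher and 4 lower (21 and 7 adjusted over the list alone), and this list did not pass camera (adjusted p = 0.0724; median differences of 0.10 within Cy5 and 0.36 within Cy3 arrays). Besides spp-11 and cnc-11, spp-21 was higher (2.61, SE 0.35). The members lower in dauers were spp-17 (-2.63, SE 0.49), fip-5 (-2.56, SE 0.31), cnc-3 (-2.54, SE 0.42) and cnc-8 (-2.28, SE 0.43). Of 29 muscle contractile genes 3 were called higher, tnc-2 (3.07, SE 0.40), tni-4 (2.72, SE 0.59) and myo-2 (2.52, SE 0.27), all 3 known from the pharynx (3 higher and 1 lower adjusted over the list alone), and the list did not pass camera (adjusted p = 0.787; median differences of -0.86 within Cy5 and 0.35 within Cy3 arrays).

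Genes of digestion and of energy metabolism were lower in dauers as lists, with few members called. Of 20 aspartic, cysteine and S28 peptidase genes 4 were called lower, asp-2 (-3.17, SE 0.60), pcp-2 (-2.95, SE 0.39), pcp-4 (-2.89, SE 0.46) and cpr-5 (-2.10, SE 0.42), and 5 adjusted over the list alone. The adjusted p was 6.80e-05 by camera and 0.450 with an estimated correlation. Of 10 genes of the TCA cycle list 2 were called lower, mdh-2 (-2.49, SE 0.38), the mitochondrial malate dehydrogenase, and aco-1 (-1.78, SE 0.26), a cytosolic aconitase (5 adjusted over the list alone). Of 6 glycolysis genes pgk-1 was called lower (-2.56, SE 0.44), and 2 adjusted over the list alone. The adjusted p by camera was 3.24e-07 for the TCA cycle (0.370 with an estimated correlation) and 0.00194 for glycolysis (0.377 with an estimated correlation). Of 31 fatty acid oxidation genes 2 were called lower, cpt-4 (-3.34, SE 0.42) and kat-1 (-1.75, SE 0.28), and 4 adjusted over the list alone (adjusted p 1.97e-05 by camera and 0.377 with an estimated correlation). Of 23 DNA replication and cell cycle genes rnr-1, a ribonucleotide reductase subunit, was called lower (-1.52, SE 0.28), and 8 adjusted over the list alone (adjusted p 3.91e-07 by camera and 0.377 with an estimated correlation). The median differences within Cy5 and within Cy3 arrays were -1.57 and -0.33 for the peptidases, -2.34 and -0.84 for the TCA cycle, -2.17 and -0.56 for glycolysis, -1.21 and -0.35 for fatty acid oxidation and -1.19 and -0.74 for DNA replication. The peptidases, the TCA cycle and glycolysis were themes of the study on these samples.

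A further 4 lists passed camera with 0 or 1 member called over all genes, and their median differences too varied with the dye orientation of the arrays. The 29 proteasome subunit genes had 0 members called by limma, over all genes and adjusted over the list alone (8 lower and 0 higher at an unadjusted p under 0.05), and an adjusted p of 3.54e-08 by camera (0.420 with an estimated correlation). Their list medians differed between the stages by -1.56 within the arrays with own RNA in Cy5 and by -0.14 within those in Cy3. The 2 members of smallest p were rpn-7 (-1.05, SE 0.28, adjusted p = 0.0757) and rpn-5 (-1.36, SE 0.47, adjusted p = 0.178). The median difference of 20 oxidative phosphorylation genes, also with 0 called by limma in either adjustment (6 lower and 0 higher at an unadjusted p under 0.05), was -1.67 within Cy5 and 0.24 within Cy3 arrays (adjusted p 0.00429 by camera, 0.167 without dauer replicate 2, and 0.716 with an estimated correlation). Their smallest p values belonged to gas-1 (-1.54, SE 0.50) and atp-2 (-1.63, SE 0.55). For 56 cytosolic ribosomal protein genes it was -1.43 and 0.87, with 0 called by limma in either adjustment, 2 lower at an unadjusted p under 0.05 (adjusted p 0.0187 by camera and 0.802 with an estimated correlation). The call of the ribosomal list was lost without dauer replicate 1 (adjusted p = 0.937) and without exit replicates 1 and 4 (adjusted p = 0.0628 and 0.494). For 21 fatty acid synthesis and desaturation genes it was -1.27 and 0.07, and fasn-1, the fatty acid synthase gene, was called lower (-1.25, SE 0.25), with 7 lower and 1 higher adjusted over the list alone (adjusted p 0.000456 by camera and 0.370 with an estimated correlation). The proteasome and oxidative phosphorylation were themes of the study on these samples.

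The call counts between the stages moved with single arrays. Without dauer replicate 2 the number of genes higher in dauers was 521. It was 138 without dauer replicate 4 and 141, 163, 131 and 176 without exit replicates 1, 2, 3 and 4. The number lower in dauers was 162 and 163 without dauer replicates 1 and 4, and 146, 174 and 160 without exit replicates 1, 2 and 3. Without dauer replicate 3 and exit replicate 1 the number higher was 152. Within the arrays with own RNA in Cy5, 2 per stage, limma called 0 genes (1939 at an unadjusted p under 0.05), and within the Cy3 arrays it called 233 higher and 58 lower. The differences between the stages within Cy5 and within Cy3 arrays, which share no array, correlated at 0.524 over all genes.

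The comparison of dauers with mix-stage worms asks how the arrested larva differs from a growing population. More and less here mean per amount of total RNA, with the limit on the mRNA share given above. A transcript that is higher by this measure can be lower per larva. Dauers held more RNA of hsp-12.6 (4.80, SE 0.44, adjusted p = 0.000107), spp-11 (4.35, SE 0.29), numr-1 (3.66, SE 0.65), ins-20 (3.53, SE 0.28) and tyr-3 (3.41, SE 0.20) than the mix-stage pool. They held less of dod-24 (-6.58, SE 0.57, adjusted p = 9.14e-05), a gene of the insulin pathway's downstream set, and of clec-67 (-5.82, SE 0.41), a C-type lectin gene. The lysozyme genes lys-2 (-5.79, SE 0.50) and lys-7 (-5.41, SE 0.48) and the yolk protein gene vit-1 (-5.07, SE 0.48) were lower too. The increases further included oac-39 (3.27, SE 0.35), cnc-11 (3.09, SE 0.32), dao-6 (3.09, SE 0.30), fbxa-69 (2.91, SE 0.19) and grl-23 (2.75, SE 0.47). The decreases further included clec-174 (-5.42, SE 0.54), clec-265 (-5.40, SE 0.51), dod-22 (-5.13, SE 0.38), clec-72 (-5.01, SE 0.41) and col-162 (-5.004, SE 0.73). Sequence-named genes at the extremes were Y60C6A.1 (5.47, SE 0.41), W06G6.11 (4.49, SE 0.35), Y45F10C.2 (-6.21, SE 0.44) and D1086.10 (-6.13, SE 0.49). The genes daf-2 (-0.02, SE 0.14), daf-16 (0.34, SE 0.19), daf-12 (0.24, SE 0.14) and daf-7 (-0.12, SE 0.17) did not pass the test. In all, 742 genes were called higher and 2054 lower, 18.5% of those tested.

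Many collagen genes and a part of the moulting and apical matrix genes were again among the lower ones. Of 171 collagen genes 122 were called lower than mix-stage and 5 higher (125 and 8 adjusted over the list alone), and the decreases were led by col-162, col-129 (-4.88, SE 0.45), col-80 (-4.83, SE 0.54) and col-14 (-4.78, SE 0.39). The collagens called higher were col-50 (1.65, SE 0.18), col-108 (1.59, SE 0.20), col-183 (1.43, SE 0.30), col-47 (1.38, SE 0.24) and col-51 (1.00, SE 0.21). The adjusted p was 5.99e-25 by camera and 0.236 with an estimated correlation. Of 62 moulting and apical matrix genes 21 were lower, such as noah-2 (-3.62, SE 0.37), and 3 were higher, cutl-14 (2.24, SE 0.42), cutl-22 (0.69, SE 0.21) and lpr-2 (0.67, SE 0.18). Adjusted over the list alone 27 were lower and 4 higher (adjusted p 9.75e-05 by camera and 0.236 with an estimated correlation). Of 30 FMRFamide-like peptide genes 15 were higher and 0 lower (16 and 0 adjusted over the list alone), led by flp-8 (2.37, SE 0.32), flp-19 (2.30, SE 0.28), flp-18 (2.18, SE 0.38) and flp-1 (1.82, SE 0.26), with an adjusted p of 1.27e-10 by camera and 0.236 with an estimated correlation. On the dauer arrays in Cy5 and in Cy3 the medians were -0.55 and -0.27 for the moulting list and 0.41 and 1.33 for the FMRFamide-like peptides. These 3 lists were themes of the study on these samples. So was the list of other neuropeptide-like genes, of which 7 of 41 were higher and 7 lower (7 and 8 adjusted over the list alone). That list did not pass camera (adjusted p = 0.103). Of 10 small heat shock protein genes, also such a theme, hsp-12.6 was higher and 4 were lower by either adjustment, hsp-17 (-3.03, SE 0.39), sip-1 (-2.61, SE 0.40), hsp-25 (-2.44, SE 0.23) and hsp-43 (-1.21, SE 0.25), and the list did not pass camera (adjusted p = 0.378; medians of -1.02 in Cy5 and 0.16 in Cy3).

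Lists of energy metabolism and of the proteasome were lower in dauers than in mix-stage. All 6 glycolysis genes were called lower, as were 8 of 10 TCA cycle genes (10 adjusted over the list alone), 11 of 20 oxidative phosphorylation genes (13 adjusted over the list alone) and 20 of 29 proteasome genes (25 adjusted over the list alone), with none higher. Examples were pgk-1 (-2.52, SE 0.31), enol-1 (-2.45, SE 0.28), mdh-2 (-2.54, SE 0.27), cts-1 (-2.21, SE 0.36), asg-2 (-1.94, SE 0.29) and rpn-5 (-1.74, SE 0.33). The adjusted p by camera was 8.99e-05 for glycolysis (0.236 with an estimated correlation), 5.91e-06 for the TCA cycle (0.237 with an estimated correlation), 0.000116 for oxidative phosphorylation (0.418 with an estimated correlation) and 2.93e-09 for the proteasome (0.328 with an estimated correlation). The list medians of these sets differed with the dye orientation of the dauer arrays. In Cy5 and in Cy3 they were -2.31 and -1.65 for glycolysis, -2.62 and -1.12 for the TCA cycle, -1.92 and -0.39 for oxidative phosphorylation, and -1.85 and -0.58 for the proteasome. All 4 were themes of the study on these samples. Of 31 fatty acid oxidation genes 16 were lower, among them hacd-1 (-3.03, SE 0.26), and of 21 fatty acid synthesis and desaturation genes 12 were lower, among them the elongase genes elo-6 (-4.45, SE 0.44) and elo-5 (-3.64, SE 0.38). Adjusted over the list alone 23 and 12 were lower, with 1 of the synthesis genes higher. The adjusted p was 6.14e-08 and 2.64e-05 by camera, and 0.236 for both lists with an estimated correlation. Their medians in Cy5 and in Cy3 were -1.66 and -0.75 for oxidation and -1.78 and -0.63 for synthesis. Of 20 peptidase genes 14 were lower (16 adjusted over the list alone), led by asp-2 (-4.82, SE 0.42) and cpr-1 (-4.48, SE 0.69), and cpr-2 was higher (2.33, SE 0.40), with an adjusted p of 2.82e-08 by camera and 0.301 with an estimated correlation. The peptidases were such a theme too.

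Genes of the adult and of the germ line were lower in dauers than in the mix-stage pool, which holds adults. All 6 vitellogenin genes, which encode yolk proteins made in the adult intestine, were called lower with a list median of -3.59. Their median was -4.81, -1.96, -2.21 and -5.69 on dauer replicates 1 to 4. Of 42 oocyte and eggshell genes 26 were lower, led by the yolk receptor gene rme-2 (-4.78, SE 0.36) and puf-5 (-3.77, SE 0.35), and puf-12 was higher (1.76, SE 0.26). Adjusted over the list alone 29 were lower and 1 higher. Of 40 sperm genes 13 were lower (14 adjusted over the list alone), led by msp-78 (-4.67, SE 0.38). Of 23 DNA replication and cell cycle genes 17 were lower by either adjustment, led by cdk-1 (-2.72, SE 0.25) and rnr-2 (-2.69, SE 0.29). The adjusted p by camera was 0.000186, 2.87e-10, 2.81e-05 and 2.93e-09 for these 4 lists, in that order. With an estimated correlation the adjusted p was 0.328 for the vitellogenins and 0.236 for the other 3. Of 29 muscle contractile genes 15 were lower, led by myo-3 (-3.69, SE 0.41), and 6 were higher (20 and 6 adjusted over the list alone), with an adjusted p of 0.000280 by camera and 0.418 with an estimated correlation. Of 243 C-type lectin genes 59 were lower and 2 higher, clec-210 (2.00, SE 0.22) and clec-178 (1.19, SE 0.23), with 61 and 3 adjusted over the list alone and an adjusted p of 0.00379 by camera (0.0531 without dauer replicate 3) and 0.401 with an estimated correlation. Of 48 glutathione S-transferase genes 20 were lower, led by gst-27 (-4.03, SE 0.41), and 3 were higher, gst-3 (1.96, SE 0.29), gst-15 (1.46, SE 0.28) and gst-41 (0.90, SE 0.25), with 21 and 4 adjusted over the list alone and an adjusted p of 0.00354 by camera and 0.418 with an estimated correlation. The medians on the dauer arrays in Cy5 and in Cy3 were -1.78 and -0.80 for the muscle genes, -0.05 and -0.20 for the lectins and -0.69 and -0.17 for the transferases.

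The count of genes higher in dauers than mix-stage was 420 without dauer replicate 4, 482 with a minimum fold and 427 with only the 4 dauer arrays in the fit. Within the dauer arrays with own RNA in Cy5 235 genes were called higher and 2194 lower, and within those in Cy3 942 higher and 854 lower.

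The comparison of dauer exit with mix-stage asks what remains different 12 h into recovery. Few genes were higher in dauer exit than in mix-stage. Among those with a standard symbol, the lipase-related gene lips-6 (3.02, SE 0.63, adjusted p = 0.0161) and the astacin protease gene nas-3 (1.89, SE 0.30) were highest. They were followed by clec-258 (1.78, SE 0.36), dpy-20 (1.53, SE 0.32), mlt-8 (1.43, SE 0.32), cpt-4 (1.42, SE 0.29), klf-1 (1.36, SE 0.22), clec-225 (1.36, SE 0.35), ppw-2 (1.28, SE 0.32) and dpy-18 (1.25, SE 0.27), which encodes a collagen-modifying prolyl hydroxylase subunit. The lowest with a standard symbol were clec-174 (-5.77, SE 0.54, adjusted p = 0.000205), col-129 (-5.50, SE 0.45), vit-1 (-5.47, SE 0.48), col-80 (-5.43, SE 0.54), clec-17 (-5.42, SE 0.50) and dod-23 (-5.35, SE 0.49). Next were vit-3 (-5.32, SE 0.91), lys-7 (-5.05, SE 0.48), msp-78 (-5.02, SE 0.38) and spp-18 (-5.02, SE 0.40). Sequence-named genes at the extremes were F26C11.1 (1.98, SE 0.32), F42A8.1 (1.64, SE 0.32), D1086.10 (-6.74, SE 0.49) and C08F11.12 (-6.39, SE 0.37). The genes daf-2 (0.10, SE 0.14), daf-16 (-0.10, SE 0.19), daf-12 (-0.07, SE 0.14) and daf-7 (-0.58, SE 0.17, adjusted p = 0.0711) did not pass the test. In all, 69 genes were called higher and 1367 lower, 9.52% of those tested. The number higher was 115 with centring of the arrays, 125 on a common scale, 150 with array weights (2088 lower), 35 with a minimum fold and 44 without dauer replicate 3 and exit replicate 1.

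Of the 62 moulting and apical matrix genes 5 were called higher in dauer exit than in mix-stage and 0 lower by either adjustment. Besides mlt-8 and dpy-18 these were phy-2 (1.24, SE 0.27), a further prolyl hydroxylase subunit gene, mlt-10 (1.17, SE 0.28) and mlt-4 (1.12, SE 0.29). Camera placed the list above the other genes (adjusted p 0.000143, and 0.386 with an estimated correlation), although its median was -0.00145. That median was 0.10 after centring of the arrays and 0.01 on a common scale, and 0.10 and 0.06 on the exit arrays in Cy5 and in Cy3. Of 171 collagens 53 were lower and 0 higher (64 and 3 adjusted over the list alone), with an adjusted p of 1.29e-05 by camera and 0.501 with an estimated correlation. Both lists were themes of the study on these samples. Of 10 small heat shock protein genes, also such a theme, 7 were lower by either adjustment, led by sip-1 (-3.24, SE 0.40), hsp-17 (-2.89, SE 0.39), hsp-16.2 (-2.70, SE 0.58) and hsp-16.41 (-2.50, SE 0.56), with an adjusted p of 4.39e-06 by camera and 0.386 with an estimated correlation. Of 15 antioxidant and metallothionein genes 5 were lower, mtl-1 (-3.27, SE 0.39), ctl-2 (-1.58, SE 0.32), ctl-3 (-1.50, SE 0.40), sod-3 (-1.29, SE 0.24) and sod-1 (-1.21, SE 0.30), and 10 adjusted over the list alone (adjusted p 0.000184 by camera and 0.501 with an estimated correlation). Of 88 genes for antimicrobial peptides and lysozymes 25 were lower and 0 higher (28 and 0 adjusted over the list alone), led by lys-7, spp-18 and spp-8 (-3.89, SE 0.47), with an adjusted p of 0.000143 by camera and 0.501 with an estimated correlation. Of 41 other neuropeptide-like genes 9 were lower (13 adjusted over the list alone), led by nlp-39 (-4.31, SE 0.41), with an adjusted p of 0.00303 by camera and 0.501 with an estimated correlation. This list was a theme of the study on these samples too.

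Adult and germ line genes were lower in dauer exit than in the pool as well. All 6 vitellogenin genes were called lower (list median -4.34, adjusted p 3.82e-06 by camera and 0.457 with an estimated correlation). The vitellogenin median on exit replicate 1 was -1.31, against -6.13, -5.78 and -4.75 on the other 3 exit arrays. The median was -3.03 in Cy5, the orientation of replicate 1, and -5.95 in Cy3. Of 42 oocyte and eggshell genes 22 were lower (27 adjusted over the list alone), led by puf-5 (-4.60, SE 0.35) and cpg-3 (-4.50, SE 0.43), an eggshell chondroitin proteoglycan gene, and of 40 sperm genes 15 were lower (18 adjusted over the list alone). The adjusted p was 4.47e-13 and 3.48e-05 by camera, and 0.386 and 0.457 with an estimated correlation. Of 29 muscle contractile genes 14 were lower (18 adjusted over the list alone), led by cpn-3 (-3.46, SE 0.69) and mlc-1 (-3.03, SE 0.38), with an adjusted p of 1.36e-07 by camera and 0.501 with an estimated correlation. Of 48 glutathione S-transferase genes 18 were lower (22 adjusted over the list alone), led by gst-38 (-4.35, SE 0.40), with an adjusted p of 1.49e-05 by camera and 0.479 with an estimated correlation. The proteasome and TCA cycle lists had 0 members called by limma in either adjustment (1 and 2 lower at an unadjusted p under 0.05), and neither passed camera (adjusted p = 0.0771 and 0.764). The proteasome median was -0.29 in Cy5 and -0.44 in Cy3. Their members of smallest p were rpn-7 (-0.54, SE 0.20) and rpn-12 (-0.80, SE 0.37), and sdhb-1 (-0.92, SE 0.33) and fum-1 (-0.74, SE 0.27).

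The counts against mix-stage in dauer exit also moved with single arrays. The number higher was 29, 17 and 30 without exit replicates 1, 2 and 3, and the number lower was 678 and 807 without exit replicates 2 and 4. Within the exit arrays with own RNA in Cy5 11 genes were called higher and 610 lower, and within those in Cy3 19 higher and 655 lower.

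**Figure D2:**
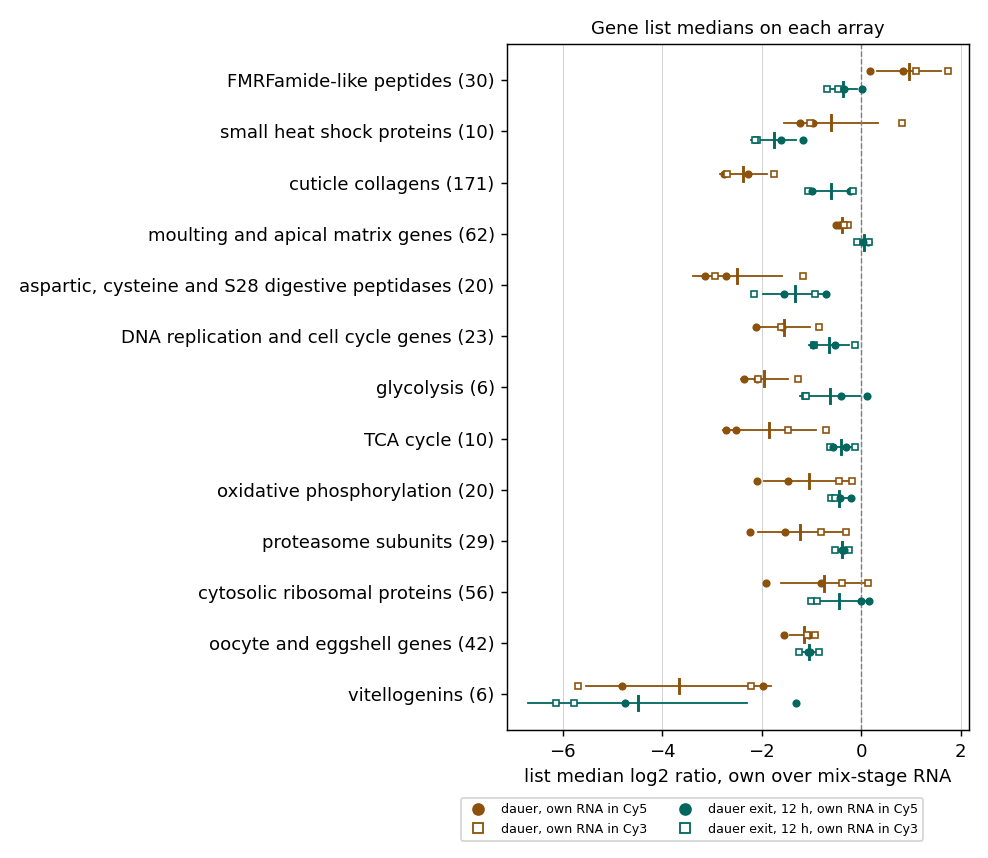
Median log2 ratio of own RNA over mix-stage RNA on each array for 13 gene lists, with the number of measured genes in brackets. Points are arrays (filled circles, own RNA in Cy5; open squares, own RNA in Cy3), vertical ticks are means of 4 arrays and horizontal lines are 1 SD to each side. FMRFamide-like peptides average 0.97 in dauers and -0.37 in dauer exit, cuticle collagens average -2.37 and -0.61, and the vitellogenin value of exit replicate 1 lies at -1.31.

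Both stages were compared with the same pool, so their calls are not independent. In both stages 917 genes were called lower and 12 higher than mix-stage, and 32 were called in opposite directions. Without exit replicate 2 these numbers were 549, 4 and 10. Those higher in both were 7 without exit replicate 1 or 4. Those in opposite directions were 75 without dauer replicate 2, 18 without dauer replicate 4, 15, 15 and 20 without exit replicates 1, 3 and 4, and 67 with a dye term. Independent lists would share 186.2 lower and 3.40 higher genes and hold 76.7 in opposite directions. Simulated unchanged stages against a shared pool of 4 samples gave 0.50 lower and 0.46 higher in both, and a pool that varied like 1 sample gave 803.3 and 804.8. The covariance of the fold changes was 0.358, against 0.067 and 0.267 in these simulations, and their correlation of 0.594 lay between those of the simulations. The controls cannot be split. In both simulations noise of the shared pool gave about as many genes higher as lower in both stages, against 12 and 917 in the data. The simulated noise was drawn for each gene on its own around 0, so this balance followed from its setting. The 12 and 917 therefore argue only against noise of that kind as the source of most genes lower in both. An error of the pool that goes one way over many genes was not simulated. How much of the overlap comes from the shared pool stays open.

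The median over genes was -0.08 ± 0.05 (SD, n = 4) in dauers and -0.10 ± 0.05 (SD, n = 4) in dauer exit. The stages did not differ in it (exact permutation test over 70 assignments, two-sided, p = 0.543). Centring each array moved the ratios of dauer exit by that amount of 0.10. The study states that the mRNA share of total RNA was smaller in dauers than in mix-stage. The median of -0.08 in dauers shows little of such a shift. How far the deposited ratios hold it was not tested.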

Values the study reported

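The study reported 917 differentially expressed genes between C. elegans dauer and dauer exit at a false discovery rate of 0.05, of which 476 were up-regulated and 441 down-regulated in dauers. These were counted among 20,143 genes.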

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

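All tests of explanations in this part were chosen after the result was seen. Of 646 groups of 4 arrays (array medians and spreads, gene list medians, genes of the naming rule and members behind small counts), 31 held an array whose distance to its nearest neighbour took up more of the group's range than Dixon's 95% critical value, where chance gives about 1 in 20. On dauer replicate 3 this held for the small heat shock protein median (0.81 against -1.24 to -0.97, share of the range 0.872) and for asp-2 (-2.94, share 0.841), clec-160 (-2.33, share 0.841), col-54 (-6.66, share 0.844), fat-6 (-0.31, share 0.912), grd-13 (-2.15, share 0.863), hsp-17 (-1.21, share 0.926), ins-11 (2.39, share 0.862), lys-2 (-3.58, share 0.895), msp-78 (-3.06, share 0.910) and spp-17 (-3.52, share 0.836). On dauer replicate 2 it held for cyp-25A3 (1.16, share 0.874), cyp-32B1 (-0.99, share 0.888) and daf-12 (-0.04, share 0.884), and on dauer replicate 4 for col-51 (1.68, share 0.901), daf-7 (0.30, share 0.841), ins-22 (-0.13, share 0.904) and numr-1 (6.83, share 0.868). On exit replicate 1 it held for col-51 (0.87, share 0.842), daf-12 (0.22, share 0.840), fbp-1 (0.58, share 0.868), grd-10 (-1.95, share 0.844), grl-23 (3.36, share 0.845), nlp-8 (-0.08, share 0.876), prdx-2 (0.50, share 0.865) and vit-6 (-2.07, share 0.860). On exit replicate 3 it held for flp-26 (-2.77, share 0.959) and sqt-1 (0.47, share 0.875). On exit replicate 4 it held for tnc-2 (-0.07, share 0.921) and the medians of the glyoxylate cycle list (-0.53, share 0.887) and of the genes named for the daf pathways (-0.06, share 0.885). The 31 marked of 646 groups are about the number that chance gives. A single mark can therefore not be told from chance by this rule.

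The 2 stages were called on opposite sides of mix-stage for 32 genes, all also called between the stages. Of these 22 were higher in dauers and lower in dauer exit, among them mtl-1, flp-19, flp-27, flp-20 and flp-1. The other 10 were lower in dauers and higher in dauer exit, among them mlt-8, clec-225, phy-2, cpt-4, mlt-10 and dpy-18. Among the features with no gene name here, 303 were called between the stages, 158 higher and 145 lower in dauers.

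The vitellogenin median of exit replicate 1 was -1.31, against -6.13, -5.78 and -4.75 on the other 3 exit arrays. By the methods of the study, exit cultures were started from dauers purified with detergent and by density, and egg laying began long after the sampled time. Egg-bearing adults in that culture would bring oocyte RNA too. The 42 oocyte and eggshell genes lay 0.36 above the other exit arrays (95% interval 0.11 to 0.67). That interval comes from resampling the genes of this 1 array and does not measure the spread between cultures. Adults accounting for a vitellogenin share of 40.3% of mix-stage, the list median, would add a shift of 0.84. The vitellogenin ratios of this array ran from -0.52 (vit-2) to -3.65 (vit-1), and a lower share would add less. The shift fell short of that for the median share, but whether adults are the whole cause stays open. A compression of all log ratios of that array was argued against by its slope of 0.725 on the other exit arrays over all other genes, against a ratio of 0.237 for the vitellogenin medians. Saturation of the scanner and a difference in vitellogenin expression of that culture may also be at work and were not tested. Dauer replicates 2 (own RNA in Cy5) and 3 (own RNA in Cy3) also had high medians, -1.96 and -2.21, against -4.81 and -5.69 on dauer replicates 1 and 4. A cause confined to exit replicate 1 would not cover these arrays.

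The ribosomal, proteasome, oxidative phosphorylation and TCA cycle genes (115 genes) were lower on the dauer arrays with own RNA in Cy5 than on those in Cy3, by a median of -1.32. A dye bias of each gene common to all arrays would give a like difference in dauer exit, where the median was 0.44 (quartiles -0.11 and 1.04), and this argues against it as the whole cause. By list the exit median was 0.93 for the ribosomal genes, 0.12 for oxidative phosphorylation, -0.07 for the proteasome and -0.14 for the TCA cycle, with lower quartiles of 0.46, -0.21, -0.40 and -0.38, against -1.27, -1.50, -1.41 and -1.27 in dauers. A part of it stays open, since the differences of the 2 stages correlated at 0.0865 over these genes and at 0.254 over all genes. A difference between the cultures of dauer replicates 1 and 2 and those of replicates 3 and 4 could give the same -1.32 and cannot be told apart from a dye effect specific to dauers, because the dye orientation and this division of the cultures coincide.

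Of the 35 divisions of the 8 arrays into 4 and 4, 1 gave as many called genes as the division by stage, which is that division itself. It called 604 genes (2341 at an unadjusted p under 0.05), and the highest of the others called 0 (2296 at an unadjusted p under 0.05 in limma, for the division by dye). The share of 1 of 35 is the smallest that these divisions can give. It argues against chance as the source of that count but cannot exclude it. Every other division leaves the stage difference in its residual spread, which lowers its calls, so 604 against 0 does not measure how rare the count is.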

How the results depend on the processing

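The fits without dauer replicate 3 and exit replicate 1 and within one dye orientation were chosen after seeing the data, the other alternatives before. A background correction, a filter on dim probes and a slide block were not run. Restricting to genes with values on all 8 arrays repeated the main fit, which already used only such probes, and so tested nothing. Its 318 values of named genes, the same as in the main fit, are among the 5226 given below. Signal over background was not used here and limits what can be said of weak genes. Over the alternatives other than the fits within one dye orientation, the minimum fold and the test per probe, where named genes were not tallied, 5226 values of named genes kept direction and call, 373 lost the call, 22 gained it and 7 changed sign, none of them called. The 7 were daf-2 in dauers against mix-stage with centring (0.0571), with array weights (0.0181) and without dauer replicate 2 (0.0221), where leaving out arrays ranged from -0.10 to 0.0221, daf-16 in dauer exit with centring (0.0042) and without exit replicate 3 (0.0146), with a range from -0.21 to 0.0146, and daf-12 in dauer exit with centring (0.0325) and the median of probes (0.0588).

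Genes higher in dauer exit than mix-stage numbered 69 as reported, 115 with centring, 125 on a common scale, 150 with array weights, 35 with a minimum fold and 44 without dauer replicate 3 and exit replicate 1. Those lower numbered 2088 with array weights. Genes higher in dauers than mix-stage numbered 482 with a minimum fold and 427 with only the 4 dauer arrays. Without dauer replicate 3 and exit replicate 1, 152 genes were higher in dauers than in dauer exit, 36.7% of the calls against 53.1%. Within arrays with own RNA in Cy5 limma called 0 higher and 0 lower between the stages (1939 at an unadjusted p under 0.05; the fold changes correlated at 0.524 with those within Cy3 arrays), 235 higher in dauers than mix-stage, and 11 higher and 610 lower in dauer exit. Within Cy3 arrays it called 58 lower between the stages, 854 lower in dauers than mix-stage, and 19 higher and 655 lower in dauer exit. These fits hold fewer arrays, and for the other settings the cause was not tested. With an estimated correlation camera called 0 lists in each comparison (4, 5 and 3 at an unadjusted p under 0.05). Fry called 2 lists between the stages, both themes of the study. These were the moulting and apical matrix genes (adjusted p = 0.00437 by fry) and the FMRFamide-like peptides (adjusted p = 0.0406 by fry). Against mix-stage fry called 20 lists in dauers and 21 in dauer exit. With a dye term 67 genes were called in opposite directions against mix-stage in the 2 stages. The dye term itself called 0 genes in limma (2791 at an unadjusted p under 0.05).

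Leaving out each array in turn gave 131 (without exit replicate 3) to 521 (without dauer replicate 2) genes higher and 146 (without exit replicate 1) to 371 (without dauer replicate 3) lower between the stages. It gave 420 (without dauer replicate 4) to 799 higher and 1406 to 2475 lower in dauers against mix-stage, and 17 to 90 higher and 678 to 1771 lower in dauer exit, with the lowest values of dauer exit without exit replicate 2. The lists called ranged from 16 to 20, 22 to 24 and 17 to 24. Genes in both stages ranged from 4 to 14 higher and 549 to 1228 lower, with 10 to 75 in opposite directions, the lowest without exit replicate 2 and the highest without dauer replicate 2 or, for the genes lower in both, dauer replicate 3. The p of the median shift ranged from 0.286 to 0.971.

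Whether the replicate numbers pair the samples stays undecided. By the study's methods purified dauers served both for RNA and to start the exit cultures. Deviations of same-numbered samples correlated across genes at 0.07, -0.05, 0.23 and -0.15, and replicate 3 alone correlated best with its own number. The 0.07 and 0.23 came from samples with the same own dye in both stages, the -0.05 and -0.15 from samples with opposite dyes. The sign followed the dye match, so these values cannot show or exclude a pairing. With the replicate number as a block, 236 genes were higher and 253 lower between the stages, 666 and 1977 in dauers and 47 and 1346 in dauer exit against mix-stage. Over all comparisons this block ended 4 list calls by camera, and a dye term ended 3.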

Other observations

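The tests of gene families and of neighbouring genes were planned before their results were seen, and the genes named here were chosen after their values were seen. Gene families defined by the letters of the symbol, outside the fixed lists, were tested for called members with Fisher's exact test, 189 families with at least 5 genes in either direction. This test takes the members of a family as independent, and their correlation over the arrays was not estimated. The fixed lists lost all calls by camera with an estimated correlation, so the p-values of the families may be too small. Between dauer and dauer exit 1 family passed, the alpha-tubulin genes, of which 4 of 8 were lower in dauers (adjusted p = 0.00303). These were tba-4 (-2.76, SE 0.41), tba-2 (-1.83, SE 0.30), tba-1 (-1.62, SE 0.32) and tba-8 (-1.17, SE 0.27). Against mix-stage, dauers had lower RNA of 12 of 17 vha genes, which encode subunits of the vacuolar proton pump (adjusted p = 4.77e-05), and of 8 of 11 galectin genes of the lec family (adjusted p = 0.00249). All 5 hcp genes and all 5 kbp genes, whose products act at the centromere and kinetochore, were lower in dauers (adjusted p = 0.00441 for each). So were 6 of 8 fkb genes, 5 of 7 snr genes and 11 of 29 dhs genes (adjusted p = 0.00875, 0.0365 and 0.0399). Higher in dauers were 7 of 24 scl genes and 5 of 14 pgp genes (adjusted p = 0.00852 and 0.0212). The medians of these families were near 0, at 0.13 and 0.10. Members called lower in dauers included scl-2 (-3.25, SE 0.48), pgp-9 (-1.60, SE 0.35) and pgp-3 (-1.33, SE 0.29). In dauer exit 19 of 56 transthyretin-like ttr genes (adjusted p = 8.40e-05) and again 8 of 11 lec genes (adjusted p = 0.000109) were lower than mix-stage.

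Among the remaining gene lists, dauer against dauer exit gave few calls. Of 42 other chaperone genes hsp-3 (-1.996, SE 0.42) and dnj-2 (-1.82, SE 0.43) were lower in dauers, by either adjustment. Of 64 UDP-glucuronosyltransferase genes 4 were higher and 1 lower (5 and 2 adjusted over the list alone), led by ugt-55 (1.77, SE 0.27). Of 48 glutathione S-transferase genes gst-3 (2.52, SE 0.41) and gst-15 (2.04, SE 0.39) were higher and gst-27 (-2.67, SE 0.58) lower (2 and 2 adjusted over the list alone). Of 243 C-type lectin genes clec-210 (1.81, SE 0.31) was higher and 5 were lower by either adjustment, led by clec-225 (-3.52, SE 0.50). Of 19 ribosome biogenesis genes fib-1 was lower (-2.67, SE 0.44), with 3 higher and 1 lower adjusted over the list alone. Of 4 glyoxylate cycle and gluconeogenesis genes fbp-1 (-1.75, SE 0.36) and pyc-1 (-0.98, SE 0.23) were lower by either adjustment. Of 15 autophagy genes lgg-2 was higher by either adjustment (1.62, SE 0.37). Of 40 sperm genes ssq-4 was lower by either adjustment (-1.59, SE 0.25). Limma called 0 of 22 histone genes, 0 of 42 oocyte genes, 0 of 6 vitellogenin genes and 0 of 32 dauer pathway regulators by either adjustment, and at an unadjusted p under 0.05 it called 3 histone genes higher and 5 lower, 2 oocyte genes higher and 1 lower, 0 vitellogenin genes, and 2 regulators higher and 1 lower. Of 29 genes named for the daf pathways dod-6 (2.34, SE 0.40) and dao-6 (2.10, SE 0.43) were higher and dct-16 (-1.25, SE 0.22) lower (2 and 2 adjusted over the list alone).

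A hypothesis that genes next to each other changed together was tested on 13867 adjacent pairs of measured genes, leaving out 7 called pairs that share a family name. Only families of standard symbols were left out. Pairs with sequence names were kept, also where they share the first part of the name, such as W10G11.1 with W10G11.2. Copies of a gene lying side by side may therefore remain among the pairs. In 29 pairs both genes were called in one direction between dauer and dauer exit, 16 higher and 13 lower in dauers. Permuting the calls 10000 times gave a mean of 11.1 pairs, a middle 95% from 5 to 18 and at most 25 (p = 1e-04, the smallest that these permutations can give). Among the pairs were mlt-10 with lips-7 and sqt-3 with F23H12.5. Shared transcripts, overlapping probes and common regulation may each play a part in the 29 pairs and were not separated. The test on families gave 1 family between the stages.

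The number of genes called between dauer and dauer exit was 604, of which 321 were higher and 283 lower in dauers. All are lower than the values quoted from the study above, which were counted over a larger set of genes than the named genes tested here.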
